# ZMYM2 inhibits NANOG-mediated reprogramming

**DOI:** 10.12688/wellcomeopenres.15250.1

**Published:** 2019-06-06

**Authors:** Moyra Lawrence, Thorold W. Theunissen, Patrick Lombard, David J. Adams, José C. R. Silva

**Keywords:** Nanog, reprogramming, Zinc finger protein, pluripotency, differentiation

## Abstract

**Background:** NANOG is a homeodomain-containing transcription factor which forms one of the hubs in the pluripotency network and plays a key role in the reprogramming of somatic cells and epiblast stem cells to naïve pluripotency.  Studies have found that NANOG has many interacting partners and some of these were shown to play a role in its ability to mediate reprogramming. In this study, we set out to analyse the effect of NANOG interactors on the reprogramming process.

**Methods:** Epiblast stem cells and somatic cells were reprogrammed to naïve pluripotency using MEK/ERK inhibitor PD0325901, GSK3β inhibitor CHIR99021 and Leukaemia Inhibitory Factor (together termed 2i Plus LIF). *Zmym2* was knocked out using the CRISPR/Cas9 system or overexpressed using the PiggyBac system. Reprogramming was quantified after ZMYM2 deletion or overexpression, in diverse reprogramming systems. In addition, embryonic stem cell self renewal was quantified in differentiation assays after ZMYM2 removal or overexpression.

**Results:** In this work, we identified ZMYM2/ZFP198, which physically associates with NANOG as a key negative regulator of NANOG-mediated reprogramming of both epiblast stem cells and somatic cells. In addition, ZMYM2 impairs the self renewal of embryonic stem cells and its overexpression promotes differentiation.

**Conclusions:** We propose that ZMYM2 curtails NANOG’s actions during the reprogramming of both somatic cells and epiblast stem cells and impedes embryonic stem cell self renewal, promoting differentiation.

## Introduction

Reprogramming is the process whereby a somatic cell is reverted back to a pluripotent state. Pluripotent cells possess the ability both to self-renew and to differentiate into cells from any of the three germ layers of the adult organism. Reprogramming can be carried out by overexpressing only four factors in somatic cells: *Oct4*, *Klf4*, *Sox2* and *cMyc* ^1^. Together, these factors reset the transcriptional and epigenetic state of the cell to those of a pluripotent cell. Much work has been carried out on factors which can execute or promote this transition. These include many members of the pluripotency-associated transcription factor network ^2– 7^. *Nanog* is a homeodomain-containing transcription factor which constitutes one of these key factors.

*Nanog* was first discovered for its ability to promote embryonic stem cell (ESC) self-renewal in the absence of LIF and for its association with the pluripotent state as opposed to somatic identities ^8, 9^. *Nanog* is also essential for the establishment of the pluripotent naïve epiblast ^10^. Thus, *Nanog* plays a central role in the promotion of the pluripotent state, both *in vitro* and *in vivo*.

As a key hub of the pluripotency network, studies have been carried out aiming at understanding *Nanog*’s mode of action. One approach was to define its interactome, which led to the identification of multiple interactors ^3, 11, 12^. Some of these are chromatin modifiers that were shown to augment the ability of *Nanog* to mediate reprogramming. These include the NuRD complex ^13^ and the TET family proteins ^11^. Importantly, we still do not know if most of the identified interactors play a role, either positive or negative, in the mechanism of action of *Nanog*. In order to address this, we set out to analyse the effect of additional NANOG interactors on *Nanog*-mediated reprogramming. This work enabled us to identify ZMYM2/ZFP198, which physically associates with NANOG ^3, 11, 12, 14^, as a key protein impairing *Nanog*’s activity in both reprogramming and the self-renewal of naïve pluripotent stem cells.

## Methods

### Cell culture

Mouse ESCs, iPS cells and pre-iPS cells were cultured in Glasgow Minimum Essential Medium (GMEM; Sigma, G5154) containing 10% foetal calf serum (FCS; Life Technologies, 10091-148), 1x non-essential amino acids solution (NEAA; PAA, M11-003), 1 mM sodium pyruvate (PAA, S11-003), 0.1 mM 2-mercaptoethanol (Invitrogen 31350-010), 2mM L-glutamine (Invitrogen, 25030024), 1x Pen/Strep (PAA, P11010) and 20 ng/mL LIF (Department of Biochemistry, University of Cambridge). This medium will hereafter be referred to as Serum Plus LIF. These cells were grown on plastic dishes (Iwaki/Corning, 10578911) which had treated with 0.1% gelatin for 10 min. Fibroblasts were cultured in GMEM (Sigma, G5154) containing 10% FCS (Life Technologies, 10091-148) on gelatin-coated dishes.

N2B27-containing medium was made up as follows: 50% neurobasal (Life Technologies, 21103-049), 50% Dulbecco's Modified Eagle Medium (DMEM)/F12 (Life Technologies, 11330-057), 1X N2 (WT/MRC SCI, University of Cambridge), 1X B27 (Life Technologies, 17504-044), 2mM L-glutamine (Invitrogen, 25030024), 1X Pen/Strep, 0.1 mM 2-mercaptoethanol (Invitrogen 31350-010).

Epiblast stem cells (EpiSCs) were cultured in N2B27-containing medium supplemented with 12.5 ng/mL FGF2 (WT/MRC SCI, University of Cambridge) and 20 ng/mL Activin A (WT/MRC SCI, University of Cambridge). They were grown on dishes which had been coated with 10 μg/mL Human recombinant fibronectin (Millipore FC010) in PBS for 30 min at room temperature.

Neural stem cells (NSCs) were cultured in DMEM/F12 (Life Technologies, 11330-057) containing 27.4mM glucose, 1x NEAA (PAA, M11-003), 1X Pen/Strep (PAA, P11010), 4mM HEPES (Life Technologies, 15630-049), 0.011% Bovine serum albumin, 1X N2 (WT/MRC SCI, University of Cambridge), 1X B27 (Life Technologies, 17504-044), 0.1 mM 2-mercaptoethanol (Invitrogen 31350-010), 10 ng/mL of epidermal growth factor (EGF; Peprotech, 315-09) and 20 ng/mL fibroblast growth factor 2 (FGF2; WT/MRC SCI, University of Cambridge). They were cultured on plastic dishes which had been coated for at least 3 h with 10 μg/mL laminin (Sigma, L2020) in PBS and washed once in PBS. 

### Cell lines

Oct4 reporter EpiSCs and NSCs were used as previously detailed and contained an Oct4-GFP-IRES-puro reporter transgene in which enhanced green fluorescent protein (eGFP) is expressed under the control of Oct4 (Pou5f1) regulatory elements ^15, 16^. Nanog-GFP-IRES-puro reporter NSCs were also used as previously generated and these contained GFP inserted heterozygously into the AUG start codon of one endogenous *Nanog* allele ^11, 17^. Nanog ^-/-^ pre-iPSCs had been previously generated in the lab by the retroviral transduction of Nanog ^-/-^ NSCs isolated from E12.5 forebrain with *Oct4*, *Klf4* and *cMyc* ^10^ E14tg2a ESCs were used for all self-renewal assays ^18^.

### siRNA transfection

FlexiTube siRNA solutions (Qiagen) were used to knock down expression of the following genes: *Zmym2* (GS76007), *Zfp281* (GS226442) and *Nr0b1* (GS11614). All Star negative control siRNA was also used (1027281). Transfection was carried out with Lipofectamaine RNAi Max (Life Technologies, 13778030). Medium was changed to medium containing MEK/ERK inhibitor PD0325901, GSK3β inhibitor CHIR99021 (WT/MRC SCI, University of Cambridge) and Leukaemia Inhibitory Factor (Department of Biochemistry, University of Cambridge) (together termed 2i Plus LIF) ^19^ with Penicillin/Streptomycin 24 h after transfection and the cells were allowed to reprogram for 12 days. Green colonies, resulting from the expression of a Oct4-GFP reporter ^11, 13, 20^, were monitored using a Leica epifluorescent DMI4000 microscope at 488nm as a readout of reprogramming efficiency.

### Measurement of pluripotency-associated gene expression by qPCR

Total RNA was extracted from cells using an RNeasy mini kit (Qiagen, 74106), with DNAse treatment (Qiagen, 79254). cDNA synthesis was performed using the Superscript III kit (Life Technologies, 11752-250) in accordance with the manufacturer’s protocol. RT-qPCR was carried out in microAmp qPCR plates (Life Technologies, 434690) on a StepOne Plus Real-Time PCR machine (Applied Biosystems) using TaqMan Fast Universal MasterMix (Applied Biosystems, 4352042) and expression levels were calculated by ΔCt to *Gapdh*. Mean expression levels were determined by averaging triplicate wells. TaqMan amplification was performed as follows: 2 min at 50 °C, 20 sec at 95 °C, (1 sec at 95 °C, 20 sec at 60 °C) x 40. Probes used are presented in Table 1.

**Table 1.** Probes used for qPCR.

Probe	Applied Biosystems ID
*Klf4*	Mm00516104_m1
*Klf2*	Mm01244979_g1
*Rex1*	Mm03053975_g1
*Nr0b1*	Mm00431729_m1
*Oct4*	Mm00658129_gH
*Zmym2*	Mm00813221_m1
*Esrrb*	Mm00442411_m1
*Nanog*	Mm02384862_g1
*Gapdh*	Mm99999915_g1

### Reprogramming neural stem cells and mouse embryonic fibroblasts

Retroviral reprogramming vectors (pMXs- *Oct4* (13366), pMXs- *Klf4* (13370), pMXs- *Sox2* (13367) and pMXs- *cMyc* (13375)) were obtained from the Addgene repository. PLAT-E cells were transfected with these using FuGene (Promega E2311). The medium containing retroviral particles was collected from the PLAT-E cells and filtered through a 0.45 μm filter. Neural stem cells (NSCs) were transduced with retroviral (r) *Oct4*, *cMyc* and *Klf4* whereas MEFs were transduced with these and *rSox2*. 4μg/ml polybrene (Sigma Aldrich, TR-1003) was added for transduction.

24 h after transduction, the virus-containing medium was aspirated from the NSCs or MEFs and replaced with the cells’ respective media. Four days after transduction, the medium was replaced with Serum-containing medium supplemented with Leukaemia Inhibitory Factor ^21^ (Serum Plus LIF). The cells slowly became more proliferative and acquired pre-iPS cell-like morphology. If the pre-iPS were being reprogrammed in the same well, the medium was switched to medium containing MEK/ERK inhibitor PD0325901, GSK3β inhibitor CHIR99021 (WT/MRC SCI, University of Cambridge) and Leukaemia Inhibitory Factor (Department of Biochemistry, University of Cambridge) (together termed 2i Plus LIF) ^19^ 4 days after the application of Serum Plus LIF (8 days after retroviral transduction).

Cells were then stably transfected with PiggyBac (PB) *Nanog* transgenes, selected and subjected to transient transfection with siRNA before reprogramming in 2i Plus LIF. Oct4- or Nanog-GFP ^+^ colonies were counted 12 days later (see cell line section for details).

### Zmym2 overexpression

Overexpression vectors were generated using Gateway cloning (Invitrogen) and PiggyBac vectors. Cells were transfected using Lipofectamine 2000 (ThermoFisher Scientific 11668019) and selected for 14 days with either hygromycin or blasticidin (WT/MRC SCI, University of Cambridge).

### CRISPR/Cas9 generation of Zmym2 ^-/-^ EpiSC and NSC cells

A double-stranded break was induced 108 amino acids after the start codon of *Zmym2*, inducing frameshift mutations in both alleles. Pools of clones were screened by T7 assay ^22^, which involves the annealing of PCR products from the edited locus to PCR products from the WT locus. These double stranded fragments are then digested with T7 endonuclease, which cuts the imperfectly annealed strands. These cut products can then be visualised using agarose gel electrophoresis. Single transfected cells were then sorted and analysed for ZMYM2 knockout by Western Blotting (see Table 2 for antibodies used). Clones were selected which had no intact *Zmym2* alleles and were stably transfected with *Nanog* or *Zmym2* transgenes or both, or their corresponding empty vector transgenes.

**Table 2.** Antibodies used for western blots.

Target	Species	Clonality	Concentration	Dilution	Cat no	Supplier
alpha tubulin	mouse	Mono	1 mg/mL	1:5000	ab7291	Abcam
NANOG	rat	Mono	500 μg/mL	1:100	eBio MLC51	eBiosciences
OCT4 C10	mouse	Mono	200 μg/mL	1:500	sc-5279	Santa Cruz
ZMYM2	rabbit	Poly	400 μg/mL	1:440	ab30783	Abcam

### Antibodies

***Self-renewal assay for ESCs.*** *Zmym2* was stably overexpressed in ESCs or knocked out by CRISPR/Cas9 as detailed above. These cells were plated alongside Empty Vector (EV) controls in Serum-containing medium with or without LIF for 6 days. Alkaline-phosphatase staining (Sigma, 86R-1KT) was carried out and colonies were scored by both morphology and alkaline phosphatase staining.

### Transcriptome analysis

mRNA was extracted with a RNeasy kit (Qiagen, 74106), with DNAse treatment (Qiagen, 79254). It was quantified using Agilent Bioanalyzer Nano Chips (Agilent Technologies). Depletion of ribosomal RNA was performed on 2-5 μg of total RNA using the Ribo-Zero rRNA Removal Kit (Illumina) and libraries were produced from 10-100ng of ribosomal-depleted RNA using NextFlex Rapid Directional RNA-seq Kit (5138-07; Bioo Scientific), a Biorad C1000 thermocycler, and standard Illumina primers. Cycling conditions were as follows: 30 min at 37°C, 2 min at 98°C, (30 sec at 98°C, 30 sec at 65°C, 60 sec at 72°C) x 12, 4 min at 72°C. Libraries were pooled in equimolar quantities and sequenced on the HiSeq4000 platform (Illumina), using V4 chemistry.

RNA-seq reads were adaptor-trimmed with TrimGalore (version 0.3.7) and mapped to the mouse reference genome (GRCm38/mm10) with TopHat2 (version 2.2.3). Strand-specific read counts were obtained with featureCounts (version 1.4.5). Transcript counts were normalised, and the statistical significance of differential expression between samples was assessed using the R Bioconductor DESeq2 (version 1.4.5) package. Transcript counts normalized by DESeq2 size factors were subsequently normalized by their length.

### Blastocyst injection and animal husbandry

Chimeras were generated from mouse strain 129 (agouti coat color) iPSCs by standard microinjection methodology at the Wellcome Trust/MRC Cambridge Stem Cell Institute. Briefly, host blastocysts of strain C57BL/6 (black coat colour) were injected at E4.5, followed by gestation in pseudo-pregnant recipient females ^23^. These females were 6–10 weeks old and 25–30g. The resulting chimeras were then bred with WT mice and the pups analysed by coat colour for contribution of the iPS-derived cells. The use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge (Procedure Project Licenses P76777883 and 80/2597). Mice were housed in individual ventilated cages with up to 5 animals per cage. Stud males were individually caged and females were housed in groups, with wood chips and mouse bedding plugs on the cage floor. The mouse facility was a barrier facility with 10 hours darkness and 14 hours light per day. The temperature was maintained at 22 °C. Food and water were provided *ad libitum*. Cages contained environmental enrichment for the mice, including wooden blocks and perspex houses. All animals were checked on a daily basis by trained animal house staff, but there are no welfare issues expected from the embryo transfer procedure, which is performed routinely by the dedicated transgenic facility manager. Every effort was made to reduce the numbers of animals used and the stress or discomfort caused to animals in this study. The final assay result is coat colour of the pups, and did not involve any invasive or stressful procedures. Further details regarding the mice used are presented in Table 3.

**Table 3.** Details of mice used for chimera contribution assay. Zmym2 KD or OE iPSCs were injected into E4.5 C57Bl6 host blastocysts. The resulting embryos were implanted into pseudopregnant females and the pups analysed for iPS contribution by coat colour. M:male, F:female, GLT: germline transmission.

													Contribution			
Date	Clone name	No. of Females	Strain	No. of embryos	No. injected	No. transferred	No. recipients	No. pregnant	No. born	No. of chimeras	M	F	high	medium	Low	GLT
13/05/2013	Zmym2 KD	12	C57Bl6	74	70	70	5x25	2	17	5	3	2	0	5	0	Yes
14/06/2013	Zmym2 OE	9	C57Bl6	21	20	20	2x25	1	2	0	0	0	0	0	0	N/A

## Results

### *Zmym2* impairs *Nanog* -mediated reprogramming in EpiSCs

In this study, we aimed to characterise potential regulators of *Nanog*’s activity during reprogramming. We compared NANOG interactomes ^3, 11, 12^ and selected ZMYM2 and NR0B1 as candidates of interest due to these being high confidence interactors. ZFP281 was selected as a control, as knocking it down had been previously demonstrated to increase *Nanog*-mediated reprogramming efficiency ^24^. In order to address whether these factors impact *Nanog*-induced reprogramming, *Nanog*-overexpressing EpiSCs, which reprogram at low efficiency ^10, 20^, were transiently transfected with siRNA against the target genes of interest ( Figure 1A). The medium was then swapped to medium containing the MEK/ERK inhibitor PD0325901 and the GSK3β inhibitor CHIR99021 ^19^. This medium will hereafter be referred to as (2i) plus LIF medium (2i Plus LIF). This medium promotes reprogramming ^19^. These cells express enhanced green fluorescent protein (eGFP), under the control of Oct4 (Pou5f1) regulatory elements, making the cells GFP ^+^ when fully reprogrammed to naïve pluripotency ^15, 16^. As a readout of reprogramming efficiency, Oct4-GFP ^+^ colonies were counted 12 days after the application of 2i Plus LIF. 

**Figure 1.**
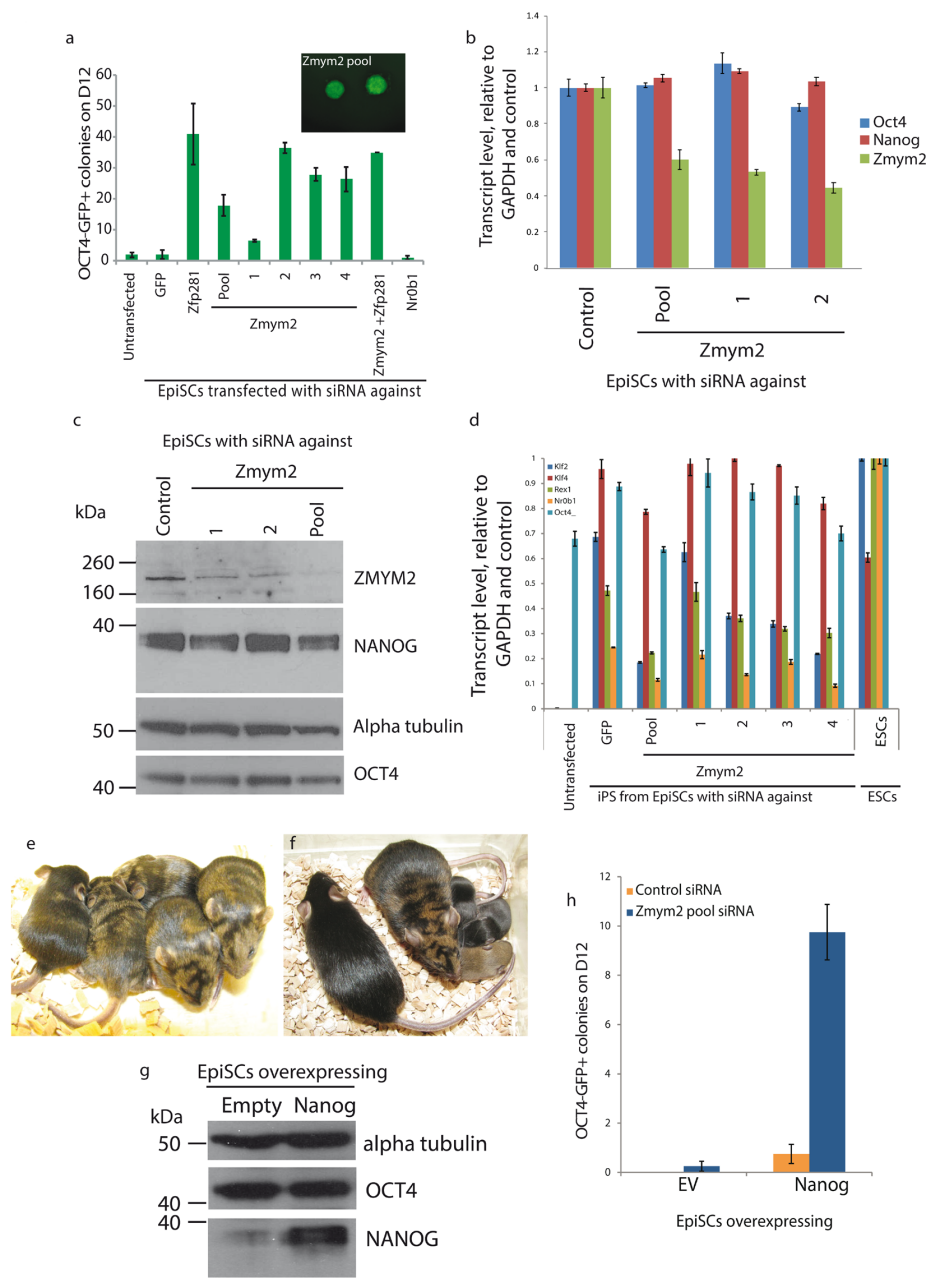
*Zmym2* is a repressor of *Nanog*-mediated epiblast stem cell (EpiSC) reprogramming. **a**, 2000 EpiSCs were transiently transfected with siRNA against the indicated targets and reprogrammed by *Nanog* overexpression in 2i Plus LIF. Oct4-GFP ^+^ colonies were scored on day 12. Data represent the mean number of Oct4-GFP ^+^ colonies from two replicates +/- SEM. Example colonies are shown in the inset panel. **b**, RT-qPCR analysis of EpiSC lines 48h after *Zmym2*KD. Data are the mean normalized expression level from 3 technical replicates +/- SD. **c**, Western Blot of EpiSC lines 48h after *Zmym2*KD with alpha tubulin shown as a loading control. **d**, Gene expression analysis of the parent EpiSCs and resulting iPSCs by qPCR. Data are the mean normalised expression levels from 3 technical replicates +/- SD. **e**, iPSCs which emerged from *Zmym2*KD EpiSCs were injected into C57Bl6 blastocysts to generate chimeras, which can be seen from their coat colour (brown fur conferred by iPSC contribution). **f**, Germline transmission of the iPSCs (brown pup from iPSCs shown with its chimera mother and black father). **g**, Western Blot of lines of empty vector (EV) and NANOG-overexpressing (Nanog) EpiSCs with alpha tubulin shown as a loading control. **h**, GFP ^+^ colony count of EV- and *Nanog*-overexpressing EpiSCs when reprogrammed in the presence of siRNA against *Zmym2* or control siRNA. Data represent the mean +/- SEM of two independent experiments.

*Nr0b1* knockdown (KD) did not alter reprogramming efficiency. *Zfp281*KD increased *Nanog* mediated reprogramming efficiency, consistent with a previous report ^24^. Interestingly, reprogramming efficiency was robustly increased by *Zmym2*KD ( Figure 1A). Zmym2 transcript and protein levels were reduced by all four siRNAs by qPCR and by Western blot ( Figure 1B and 1C respectively), 48h after transfection. This contrasts with the action of many other NANOG interactors as activators of reprogramming ^11, 13^ and suggests that *Zmym2* impedes *Nanog*-mediated reprogramming. The iPSCs generated after *Zmym2*KD were characterised and had gene expression profiles consistent with the acquisition of naive pluripotency ( Figure 1D) and upon injection into C57Bl6 mouse host blastocysts, chimerae were produced ( Figure 1E). *Zmym2*KD iPSCs also exhibited germline competence ( Figure 1F). This indicates faithful iPSC reprogramming following *Zmym2*KD.

Given that these EpiSCs overexpressed *Nanog* to promote reprogramming, we then investigated whether *Zmym2*KD is sufficient to reprogram EpiSCs in the absence of any transgenic reprogramming factors. In order to address this, EpiSCs overexpressing *Nanog* or a corresponding empty vector (EV) transgene ( Figure 1G) were transfected with siRNA against *Zmym2* and transferred to reprogramming conditions. *Zmym2KD* had a pronounced positive effect on *Nanog*-induced reprogramming but a minimal effect on the reprogramming of EV EpiSCs ( Figure 1H). Therefore, *Zmym2*KD relies on the exogenous expression of *Nanog* in order to robustly enhance reprogramming.

### *Zmym2* impairs *Nanog* -mediated somatic cell reprogramming

All experiments described so far had been carried out in EpiSCs. We used reprogramming intermediates generated from neural stem cells (NSCs) through retroviral expression of *Oct4*, *Klf4* and *cMyc*, to address whether *Zmym2* might also inhibit *Nanog*-induced reprogramming in a somatic cell context. These cells were stably transfected with a PiggyBac (PB) *Nanog* transgene and subjected to transient transfection with either control or *Zmym2* siRNA. In keeping with the results obtained in EpiSCs, *Zmym2*KD increased somatic cell reprogramming more than two-fold ( Figure 2A). To ascertain whether *Zmym2*KD could reprogram somatic cells in the absence of *Nanog*, the same experiment was carried out in *Nanog* ^-/-^ somatic cells ^10^. These were stably transfected with a rescue *Nanog* transgene or a corresponding EV transgene, and reprogrammed after control KD or *Zmym2*KD. As seen in Figure 2B, *Zmym2*KD also enhanced Nanog-mediated reprogramming in neural stem cell derived reprogramming intermediates. *Zmym2*KD was not sufficient to overcome the requirement for *Nanog* in somatic cell reprogramming, though we confirmed that it enhances *Nanog*-mediated reprogramming in this context.

**Figure 2.**
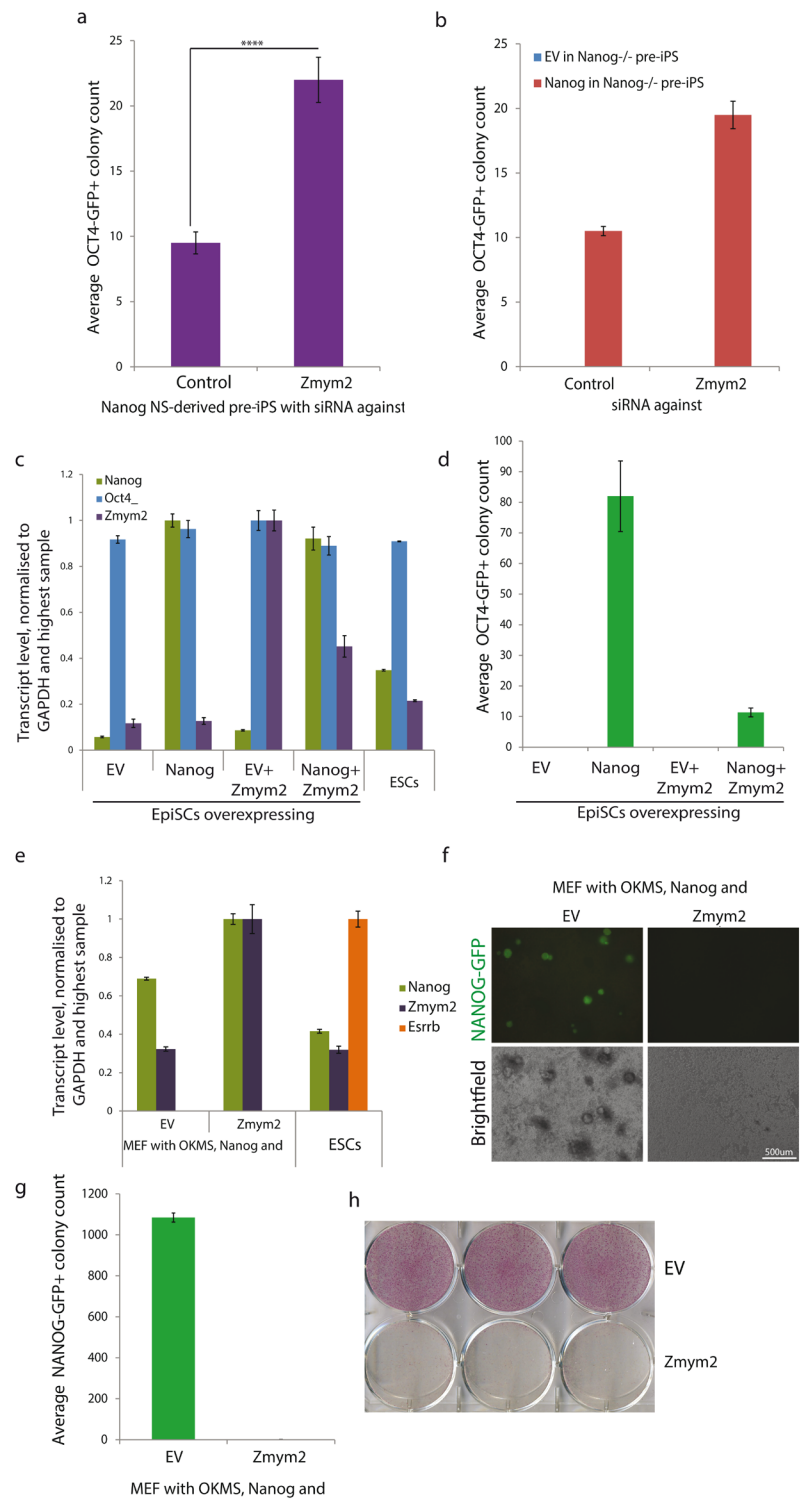
*Zmym2* inhibits somatic cell reprogramming in a *Nanog*-dependent manner. **a**, Neural stem cells (NSCs) were reprogrammed with retroviral *Oct4, Klf4 and cMyc* and with constitutive transgenic *Nanog* expression in 2i Plus LIF in the presence of *Zmym2* or control siRNA. Colony count per 75,000 plates NSCs. Average of three independent experiments. **** p<0.0005 by Student’s T-test. **b**, Average GFP ^+^ colony count per 10,000 *Nanog* ^-/-^ pre-iPSCs reprogrammed in the presence of *Zmym2* or control KD, two replicates +/-SEM **c**, Gene expression analysis of EpiSC lines stably overexpressing *Nanog*, *Zmym2,* or both by RT-qPCR. **d**, Average GFP ^+^ colony count on D12 after 2i Plus LIF application per 25,000 plated EpiSCs, three replicates. **e**, Gene expression analysis by qPCR of MEF-derived pre-iPSCs stably overexpressing *Nanog*+EV or *Nanog*+ *Zmym2*, with ESC control. **f**, Fluorescence and brightfield images of Oct4-GFP ^+^ colonies on D12 **g**, Average GFP ^+^ colony count on D12 per 50,000 plates pre-iPSCs, three replicates. **h**, Alkaline phosphatase staining on D12. Reprogramming counts are shown as mean +/-SEM. qPCR quantifications are shown as mean of three technical replicates +/- SD, normalised to GAPDH transcript levels.

As *Zmym2*KD increases *Nanog*-mediated reprogramming efficiency, we decided to carry out the converse experiment and investigate whether *Zmym2* overexpression could impair reprogramming. Four lines of EpiSCs were generated which stably overexpressed either *Nanog*, *Zmym2,* or both ( Figure 2C), and these were induced to reprogram by transfer to 2i Plus LIF medium. As expected, *Nanog* overexpression resulted in efficient EpiSC reprogramming while *Zmym2* overexpression alone had no reprogramming activity ( Figure 2D). However, when *Zmym2* overexpression was combined with *Nanog* overexpression, it reduced reprogramming efficiency 8-fold relative to *Nanog* alone ( Figure 2D). To test this result in an independent cell system, mouse embryonic fibroblast (MEF)-derived reprogramming intermediates expressing retroviral *Oct4*, *Klf4*, *cMyc* and *Sox2* and a *Nanog* transgene were transfected with either Empty Vector (EV) or a *Zmym2* expression cassette ( Figure 2E). *Nanog* alone led to highly efficient complete reprogramming ( Figure 2F, G, H) whereas the addition of *Zmym2* completely prevented reprogramming.

In order to investigate the effect of *Zmym2* loss in reprogramming, *Zmym2* ^-/-^ EpiSCs were generated by CRISPR/Cas9-mediated mutagenesis ( Figure 3A). WT and *Zmym2* ^-/-^ EpiSCs were then stably transfected with *Nanog* or *Zmym2* or both ( Figure 3A) and allowed to reprogram. Similar to previous results, *Zmym2* overexpression decreased *Nanog*-mediated reprogramming in wild type cells ( Figure 3B). In agreement with KD experiments, *Zmym2* knockout increased *Nanog*-induced reprogramming by about 4-fold ( Figure 3B). This effect was rescued by the addition of transgenic *Zmym2* ( Figure 3B). WT and *Zmym2* ^-/-^ iPSCs were indistinguishable by gene expression analysis of pluripotency-associated markers ( Figure 3C).

**Figure 3.**
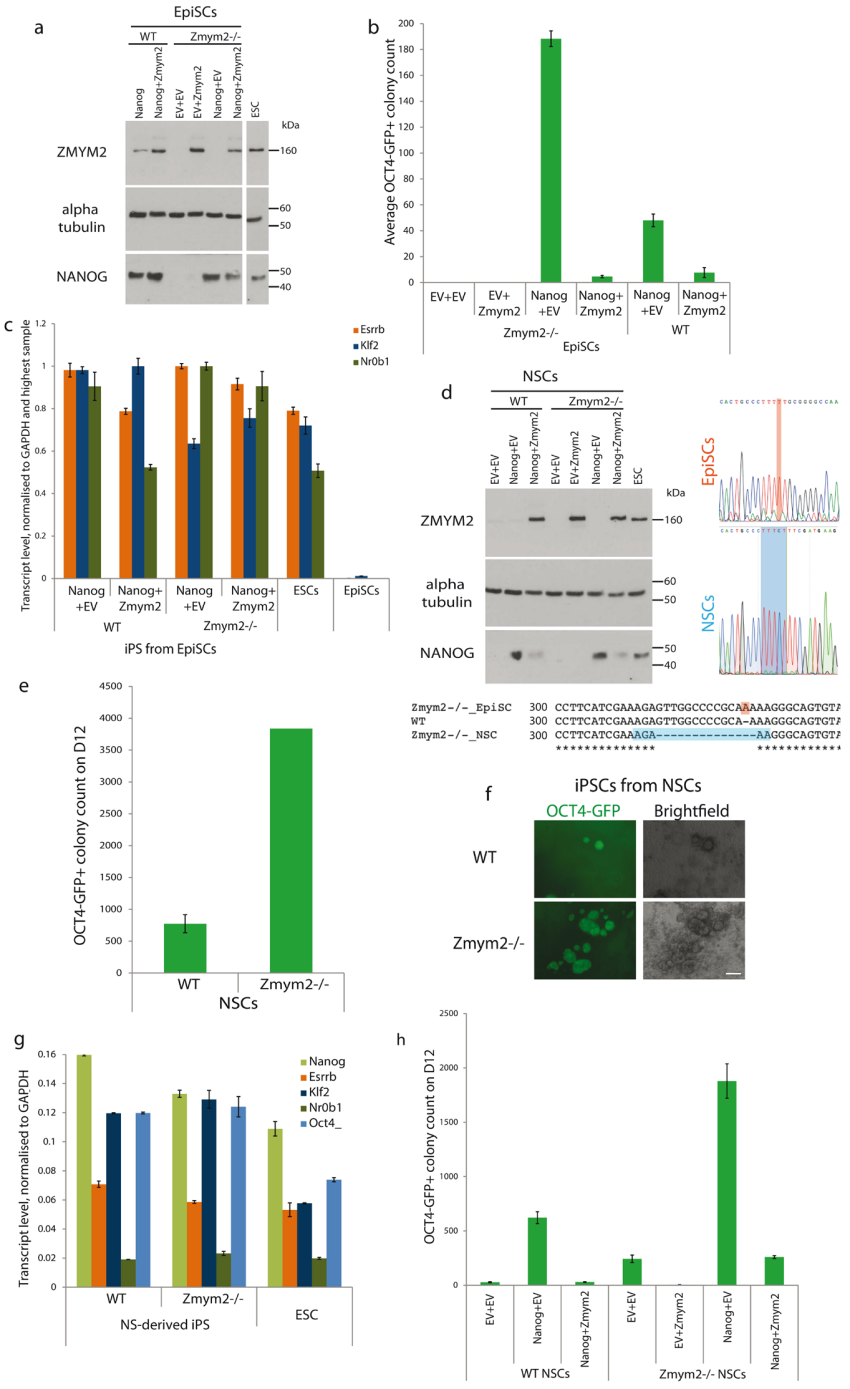
*Zmym2* knockout enhances *Nanog*-mediated reprogramming in epiblast stem cells (EpiSCs) and somatic cells. **a**,Western blot analysis of starting populations of EpiSCs. Both alleles of *Zmym2* were disrupted with the CRISPR/Cas9 system. *Nanog*, *Zmym2* or both were stably overexpressed. **b**, Average GFP ^+ ^colony count of reprogrammed EpiSCs on D12 for *Zmym2* ^-/-^ and WT EpiSCs, per 50,000 cells plated, three replicates. **c**, Gene expression analysis of the resulting iPSCs shows them to be faithfully reprogrammed, in contrast to the starting population of EpiSCs. **d**, Western blot analysis of starting populations of NSCs. Both alleles of *Zmym2* were disrupted with the CRISPR/Cas9 system. *Nanog*, *Zmym2* or both were stably overexpressed. Clustal Omega multiple sequence alignment of KO clones with the WT sequence and reverse complement sequencing traces of *Zmym2*KO EpiSCs and NSCs. **e**, Average iPSC colony count after reprogramming of *Zmym2* ^-/-^ and WT NSCs per 75,000 cells plated. **f**, Fluorescence and brightfield images of iPSCs generated from *Zmym2* ^-/-^ and WT NSCs after retroviral *Oct4, Klf4 and cMyc* overexpression and exposure to 2i Plus LIF. Scale bar 500μm. **g**, Gene expression analysis of the resulting WT and *Zmym2* ^-/-^ iPSCs by qPCR. **h**, NSCs were stably transfected with *Nanog*, *Zmym2* or both and reprogrammed with retroviral *Oct4, Klf4 and cMyc* in 2i Plus LIF. Average colony count for *Zmym2* ^-/- ^and WT NSCs per 75,000 cells plated, three replicates. Reprogramming counts are shown as mean +/- SEM. qPCR quantifications are shown as mean of three technical replicates +/- SD, normalised to *Gapdh* transcript levels.

To verify this result in an independent cell system, WT or *Zmym2 ^-/-^* NSCs were also generated by CRISPR/Cas9-mediated mutagenesis ( Figure 3D). They were then retrovirally transduced with *Oct4, Klf4* and *cMyc* and allowed to reprogram. As in EpiSCs, *Zmym2* ^-/-^ NSCs reprogrammed with much higher efficiency than their WT counterparts ( Figure 3E, F). Both WT and *Zmym2* ^-/-^ iPSCs had gene expression profiles similar to those of control ESCs, demonstrating complete reprogramming ( Figure 3G). Both WT and *Zmym2 ^-/-^* NSC lines were then stably transfected with *Nanog*, *Zmym2,* or both, to create a rescue system for reprogramming ( Figure 3D). Again, *Zmym2* knockout increased *Nanog*-induced reprogramming by 3-fold ( Figure 3H), whereas its overexpression eliminated the enhancement of reprogramming by *Nanog* ( Figure 3H).

### *Zmym2* reduces ESC self-renewal

*Zfp281* is known to enable *Nanog* autorepression ^24^ so we tested whether *Zmym2* levels had any effect on *Nanog* transcript levels. Neither KD nor overexpression lines had any change in *Nanog* transcript or protein levels ( Figure 1B, 1C, Figure 2C, Figure 3C, 3G), suggesting that *Zmym2* does not act through the regulation of *Nanog* expression.

*Nanog* was first discovered for its role in the self-renewal of ESCs ^8, 9^. As ZMYM2 is a NANOG interactor, we hypothesised that it might also inhibit *Nanog*’s self-renewal-promoting capacity. In order to address this, *Zmym2* was stably transfected into ESCs. These cells were plated alongside EV controls ( Figure 4A) in Serum-containing medium with LIF for 6 days, to maintain pluripotency in some cells while allowing others to differentiate. Alkaline-phosphatase staining was carried out and colonies were scored. *Zmym2*-overexpressing ESCs exhibited greater spontaneous differentiation than control ESCs ( Figure 4B, C).

**Figure 4.**
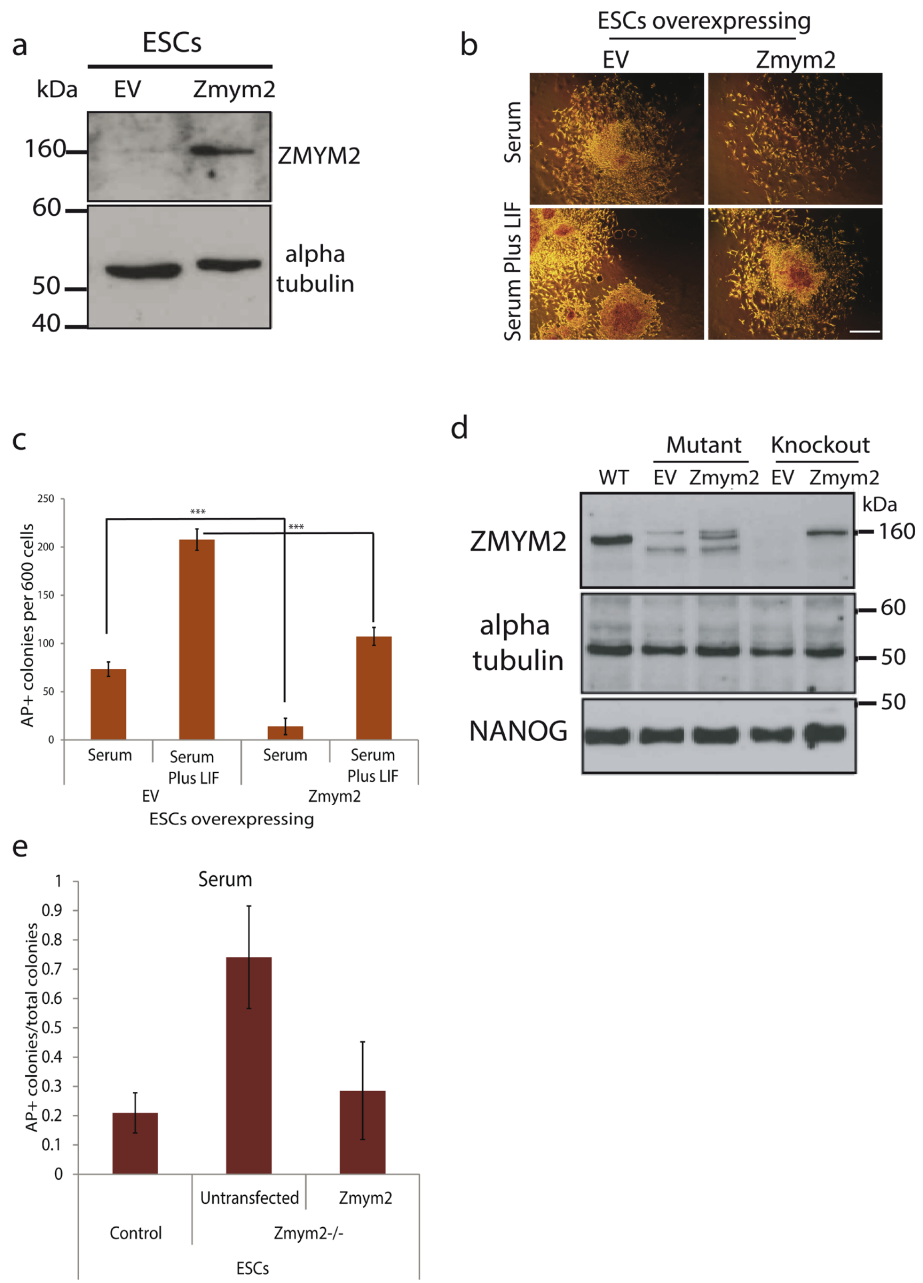
*Zmym2* inhibits embryonic stem cell (ESC) self-renewal. **a**, Western blot analysis of ESCs stably overexpressing *Zmym2* or a corresponding EV transgene. **b**, Brightfield images of alkaline phosphatase stained plates of EV- of *Zmym2*-overexpressing ESCs after 6 days in medium containing either serum or Serum+LIF. Scale bar 500μm. **c**, Scores of undifferentiated colonies on D6 after plating in Serum or Serum Plus LIF. Mean of 3 replicates +/-SEM. **d**, *Zmym2* was disrupted using CRISPR/Cas9. Clones were stably transfected with *Zmym2* or a corresponding EV transgene. Western blot of two resulting ESC clones; the knockout clone was sequenced and used for further experiments. **e**, Scores of undifferentiated colonies on D6 after plating WT, *Zmym2* ^-/-^ and *Zmym2* rescued lines in Serum or Serum Plus LIF indicate that *Zmym2* deletion may impede differentiation in the absence of LIF. Mean of 3 replicates +/- SEM.

In order to investigate whether *Zmym2*KO impedes ESC differentiation, both *Zmym2* alleles were knocked out using the CRISPR/Cas9 system as previously described. ZMYM2 ^-/- ^cells and FLAG-tagged *Zmym2* rescue cells were generated ( Figure 4D). These lines were plated alongside the parental WT ESC line in the absence of LIF for 6 days, alkaline phosphatase stained and colonies were scored by morphology. *Zmym2*KO increased the proportion of undifferentiated colonies ( Figure 4E). This was rescued by transgenic *Zmym2* expression. This is in agreement with a recently published Cas9 ESC differentiation screen which demonstrated that *Zmym2*KO ESCs resist differentiation ^25^.

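RNA was sequenced from 3 cultures of E14tg2a, a mouse embryonic stem cell (ESC) line, grown with serum and leukaemia inhibitory factor (LIF), a cytokine that keeps mouse ESCs undifferentiated. The 3 conditions, with 1 library each, were unmodified cells (WT), a clone with both Zmym2 alleles disrupted by Cas9 (KO) and cells carrying a Zmym2 transgene (OE). By the Methods, overexpressing cells were transfected and drug-selected, and knockouts came from sorted single cells. No empty-vector library was among the 3, so effects of these steps cannot be told apart from those of the Zmym2 level. Zmym2, which encodes a zinc finger protein, had 7956 normalised counts in WT (95% counting interval 7787 to 8128), 4370 in the KO library (4241 to 4502) and 57139 in the OE library (56648 to 57632). The ratio to WT was 0.55 (0.53 to 0.57) in KO and 7.18 (7.02 to 7.35) in OE. Zmym2 (ENSMUSG00000021945) lies on chromosome 14 of GRCm38 from 56886653 to 56962701. Its KO ratio is close to that of the genes around it: the 185 genes between 50 and 80 Mb of chromosome 14 with a mean of at least 200 normalised counts had a median KO ratio of 0.567, so the transcript level is a weak check of the knockout. A frameshift need not lower a transcript, and the authors placed the break within the coding sequence. The names KO and OE follow the titles of the libraries in the repository, which match the column names of the tables and the ratios plotted in Fig. 5C. The line descriptions stored with these 2 libraries are reversed relative to the titles. The excess of Zmym2 in the library titled OE, at least 6.19-fold when scaled to total gene reads, a housekeeping list or Gapdh, runs with its title, as an exchange of these 2 libraries would place it in the clone without the transgene. In Fig. 5B the KO lane shows no ZMYM2 band and the OE lane a strong one.
The authors depleted ribosomal RNA, made strand-specific libraries, trimmed the reads, aligned them to GRCm38 with TopHat2, counted them per gene with featureCounts and divided the counts by DESeq2 size factors. The deposited values of each library were whole multiples of the value of 1 read in 100% of cases (tolerance 1e-06), which gave back 50120551 reads over 39179 genes in WT, 46995766 in KO and 41840774 in OE. Ratios were taken from the size-factor-normalised counts, which carry no length normalisation. As each condition has 1 library, no difference has a replicate check and no p-value was computed. The intervals are exact 95% intervals that cover counting error only. Genes at least 2-fold apart were counted among the 12896 genes with a mean of at least 50 normalised counts, with a pseudocount of 1. Gene lists were fixed before the data were examined, and each list's median log2 ratio was placed among 10000 random lists of the same size and matched expression, as a percentile that describes these libraries and not the conditions.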

To address the global effects of *Zmym2* loss on the transcriptome, mRNA from *Zmym2* KO, WT and overexpressing ESCs ( Figure 5A, B) were subjected to mRNA-Seq after culture in Serum Plus LIF-containing medium. *Zmym2* overexpressing cells had higher transcript levels of many lineage specifiers than control cells including early ectodermal, mesodermal and endodermal markers, as well as trophectodermal markers, after normalisation to housekeeping genes. In addition, they had reduced transcript levels of a number of pluripotency-associated genes. Conversely, *Zmym2*KO cells had reduced expression of differentiation markers. 

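In the OE library, genes of the primitive streak, the embryonic structure that gives rise to mesoderm and endoderm, lay far above WT. T (Brachyury), a streak transcription factor (ENSMUSG00000062327, chromosome 17, 8434423 to 8442496), had 67.1 normalised counts in WT and 4292 in OE, a ratio of 64 (95% counting interval 50.6 to 82.1). Cdx2, which specifies trophectoderm (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270), was 19.4-fold higher (14.3 to 26.9). Bmp2, a signalling ligand plotted with mesoderm, was 12.9-fold higher (8.46 to 20.4), and Fgf5, a growth factor of the postimplantation epiblast, 7.08-fold higher (5.54 to 9.17). Sox1, a neural transcription factor, was lower in OE, at a ratio of 0.41 (0.34 to 0.48). It lies on chromosome 8, where the median ratio of 590 genes was 0.881 in this library.
The study plots the 16 lineage genes of Fig. 5C from these same samples and does not state how they were chosen. Of these, 14 were above WT in OE, 10 were at least 2-fold higher and only Sox1 was at least 2-fold lower. The counting interval lay above 1 for 13 genes and below 1 for 1. All 3 trophectoderm genes were at least 2-fold higher, with Hand1 at 4.93 (4.04 to 6.06) and Eomes at 4.3 (3.81 to 4.85). Of the mesoderm genes, Zeb2 and Cdh2 had ratios of 3.1 (2.79 to 3.45) and 2.52 (2.37 to 2.68), while Isl1 was below WT at 0.58 with an interval that includes 1 (0.20 to 1.54). The 4 endoderm genes had smaller ratios, from 1.37 for Gata4, which lies within the chromosome 14 segment described for Zmym2, to 1.78 for Gata2. The interval for Sox17, at 1.62, included 1 (0.92 to 2.9).
Lists fixed without regard to Fig. 5C hold some of its genes (3 of the primitive streak list, 4 of the trophectoderm list, 5 of later mesoderm, 3 of definitive endoderm, 2 of primitive endoderm and 1 of neuroectoderm). Of 20 primitive streak and mesendoderm genes, 15 were at least 2-fold higher and 0 lower (median log2 ratio 2.47, percentile 100), among them the signal Wnt3 (25.6-fold) and the transcription factors Nkx1-2 (40.9-fold) and Sp5 (9.66-fold). Of 18 trophectoderm genes measured among 23 listed, 11 were higher and 0 lower (1.69, percentile 100), including the keratins Krt8 (12.4-fold), Krt18 (9.87-fold) and Krt7 (5.69-fold). Elf5, Rhox6, Rhox9, Prl3d1 and Psg17 were under the minimum mean level, and Tfap2c and Fgfr2 were below WT. Cdx2 and Eomes are also on the primitive streak list, and Krt8 and Krt18 on a list of epithelial genes. Of 18 primitive endoderm genes, 6 were higher and 2 lower (0.67, percentile 99.9), with the follistatin gene Fst, also on the primitive streak list, at 7.17-fold. The members Gata4, Gata6, Sox17, Sox7 and Pdgfra were above WT by less than 2-fold. Of 13 definitive endoderm genes, 4 were higher, with Krt8 and Krt18 among them, and 1, Hnf4a, lower (0.67, percentile 98.6). Of 17 later mesoderm genes, 6 were higher and 3 (Gata1, Meox1 and Myl7) lower (0.65, percentile 98.5). Of 20 neuroectoderm genes, 4 were higher (Nes at 7.09-fold, Vim at 3.16-fold, Pax3 and Zic1) and 2 lower (Sox1, and Pax6 at 0.35), with a median of 0.41 (percentile 98.7). Vim is also on a list of mesenchymal genes. Of the 20 genes, 15 were above WT and 5 below, with Tubb3 and Sox21 among the latter. Without the Fig. 5C genes, 12 of 17 streak genes and 8 of 14 trophectoderm genes were at least 2-fold higher and 0 lower (medians 2.21 and 1.17, percentile 100 for each), and both endoderm lists and neuroectoderm stayed above percentile 98. Later mesoderm did not, with 2 of 12 higher and 3 lower (0.26, percentile 78.8).
Markers of other cell types were higher in the same library. Of 15 fibroblast markers, 11 were at least 2-fold higher and 0 lower, including the collagen gene Col3a1 (12.8-fold). Of 12 neuronal and glial markers, 5 were higher (Nefm, Nefl, Syt1, Gap43 and Dcx) and 0 lower. When levels were divided by the geometric mean of a fixed list of housekeeping genes, of which B2m was itself 3.68-fold higher in OE, the ratio of T was 55.2 and 9 of the 16 Fig. 5C genes were at least 2-fold higher.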

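Of 30 genes of naive pluripotency, the state of the preimplantation epiblast, 27 were below WT in the OE library, 6 of them at least 2-fold, and 0 were at least 2-fold higher (median log2 ratio -0.48, percentile 0). The lowest ratio was that of Dppa3 (Stella), a maternal factor also expressed in ESCs (ENSMUSG00000046323, chromosome 6, 122626410 to 122630272), with 805 normalised counts in WT and 152 in OE, a ratio of 0.19 (0.16 to 0.23). Tcl1, an AKT co-activator, had a ratio of 0.41 (0.38 to 0.44), Morc1, a repressor of transposable elements in the male germ line, 0.43 (0.40 to 0.45), and the OCT4 target Fbxo15 0.45 (0.43 to 0.47). Nr0b1 (Dax1), a nuclear receptor, was at 0.48 (0.46 to 0.51) and Esrrb, another nuclear receptor, at 0.57 (0.56 to 0.59).
The 4 inner cell mass genes of Fig. 5C, plotted from these same samples with no stated rule of choice, were all below WT. Fgf4, a growth factor of the inner cell mass, had a ratio of 0.55 (0.53 to 0.58) and Zfp42 (Rex1) of 0.60 (0.59 to 0.61). Zfp42 and Klf2, which had a ratio of 0.64, lie on chromosome 8. Its genes were lower as a whole than in the single WT library in both OE and KO. Pou5f1 (Oct4) and Nanog, transcription factors of the pluripotency network, had ratios of 0.85 (0.84 to 0.87) and 0.90 (0.88 to 0.92), and Klf4 of 0.77 (0.74 to 0.80). Scaling to the housekeeping list lowers every OE ratio by the same factor, and Fgf4 was then at least 2-fold lower at 0.476.
Of 18 genes of the formative and primed epiblast, 5 were at least 2-fold higher (Igfbp3 at 12.2-fold, Fgf5, Cldn6, Pou3f1 and Lefty2) and 1, the DNA methyltransferase gene Dnmt3a, at least 2-fold lower at 0.42 (0.40 to 0.43). The list's median was 0.09 (percentile 95.4), and -0.05 without Fgf5, a Fig. 5C gene. Of 15 genes induced by LIF and STAT3, 2 (Junb and Osmr) were at least 2-fold higher and 0 lower, and the median was -0.37 (percentile 0.040).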

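In the KO library, 11 of the 16 lineage genes plotted in Fig. 5C were below WT and 5 were at least 2-fold lower. Bmp2 had a ratio of 0.18 (0.045 to 0.52), Sox1 of 0.38 (0.32 to 0.45), Cdx2 of 0.39 (0.20 to 0.70), T of 0.42 (0.26 to 0.66) and Gata2, a transcription factor of blood and trophoblast cells, of 0.48 (0.38 to 0.60). Isl1, a transcription factor of cardiac progenitors, was at least 2-fold higher at 3.28 (1.76 to 6.50). Fgf5 (1.85, 1.38 to 2.5), Snai1 (1.47, 1.22 to 1.78) and Eomes (1.33, 1.15 to 1.54) were also above WT with intervals above 1, and Foxa1 was at 1.15 with an interval that includes 1 (0.84 to 1.57). The interval lay below 1 for 9 genes and above 1 for 4, and the median ratio of the 16 genes was 0.55.
By lineage, Cdx2 and Hand1 (0.51) of the 3 trophectoderm genes were below WT, as were T and Sox1 of the 3 EpiSC and ectoderm genes. Of the 6 mesoderm genes, Bmp2, Cdh2 (0.53, 0.48 to 0.58), Zeb2 (0.57, 0.49 to 0.66) and Nkx2-5 (0.53, 0.12 to 2.00) were below WT. Of the 4 endoderm genes, Gata2, Gata4 (0.59, 0.43 to 0.79) and Sox17 (0.70, 0.34 to 1.40) were below WT.
Gata4 (ENSMUSG00000021944, chromosome 14, 63198922 to 63271692) lies in the segment that holds Zmym2, where 182 of 185 genes were lower in KO. Sox1 lies on chromosome 8, where the median KO ratio was 0.848. Several of these genes had few reads: T had 71 in WT and 28 in KO, Cdx2 44 and 16, and Bmp2 24 and 4. Among the 11 lineage genes with at least 50 normalised counts in the higher library, 7 were below WT and 3 at least 2-fold lower.

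**Figure D1:**
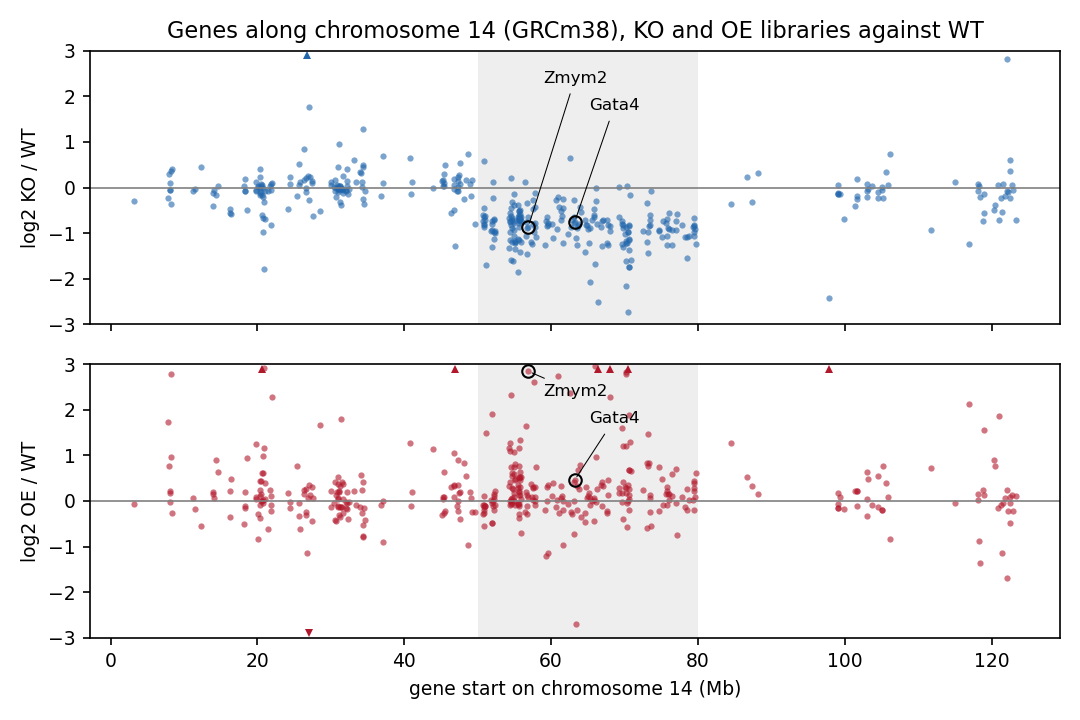
Log2 ratio to WT (normalised counts, pseudocount 1) of 434 genes of chromosome 14 with a mean of at least 50 normalised counts, by gene start on GRCm38 in Mb, in the KO library (upper panel) and the OE library (lower panel), with 1 point per gene. Shading marks 50 to 80 Mb, circles mark Zmym2 and Gata4, and triangles at the edge mark genes beyond 3 in either direction (1 in KO, 7 in OE). Most shaded genes lie below 0 in KO, and not in OE.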

In conclusion, *Zmym2* inhibits reprogramming and promotes differentiation. It has a global effect on the transcriptome of ESCs, increasing the transcription of differentiation-associated genes and reducing pluripotency-associated transcripts. 

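In the OE library, 1256 genes were at least 2-fold higher than in WT and 403 at least 2-fold lower, which is 12.9% of 12896 genes. Scaled to the housekeeping list, they were 1003 and 659. In KO, 314 were higher and 399 lower, or 5.53%. The balance in KO depended on the threshold, with 149 higher and 113 lower at 3-fold. With no minimum level there were 3005 and 1346 at 2-fold, a split that the pseudocount of 1 skews. The value of 1 read was 0.945 in WT and 1.01 in KO. A gene with 1 read in KO and 0 in WT thus counted as higher, while the reverse did not count as lower. The genes with the largest OE ratios included those of the homeobox gene Nkx1-2, the embryonic patterning gene Mab21l2 (37.3-fold), the mechanosensitive channel gene Piezo2 (29.0-fold), the matrix gene Efemp1 (28.7-fold) and the cardiac actin gene Actc1 (29.4-fold). Pcdh11x, a protocadherin gene, had 0 reads in WT and was at least 38.0-fold higher, and the chemokine gene Cxcl11, with 2 reads in WT, had a ratio of 69.9 (18.9 to 584). Lowest in OE were Hes3 (0.067, 0.036 to 0.11), a transcriptional repressor of neural progenitors, Atp1a4 (0.12), a sodium pump gene of sperm, and Hydin (0.13), a gene of motile cilia on chromosome 8.
The genes furthest below WT in KO included the caveolae gene Cav1 (0.060), the protease gene Prss23 (0.061), the contractile cytoskeleton genes Acta2 (0.072) and Tagln (0.11), the ligand gene Tgfb2 (0.085) and the collagen gene Col1a1 (0.11). All 6 were higher in OE, from 4.57-fold for Col1a1 to 16.5-fold for Tgfb2. Furthest above WT in KO were Serpina3m (82.2-fold, 54.6 to 130) and Serpina3k (0 reads in WT, at least 43.5-fold), serine protease inhibitor genes whose annotated regions overlap, so that their reads cannot be fully told apart, followed by the Y-linked Usp9y (35.9-fold), the dynein gene Dnah12 (29.8-fold) and the testis-expressed Usp26 (21.1-fold).
Between the libraries, 225 genes were at least 2-fold higher in OE and lower in KO, where independent lists of these sizes would share 38.9. The opposite pair, lower in OE and higher in KO, held 69 (9.81 for independent lists). Genes higher in both numbered 48 (30.6) and genes lower in both 18 (12.5). Both comparisons use the same WT library, so chance in WT adds to the pairs in the same direction. Counting error alone, in 100 simulations, gave a mean of 0 shared genes, which the 2-fold threshold largely fixes and which leaves out differences between cultures. With 1 WT library the controls could not be split.
In KO, naive pluripotency genes were spread around WT, with 2 of 30 at least 2-fold higher (Dppa3 at 2.94 and Tex19.1, a germline gene, at 2.22), 1 lower (Tdh, at 0.42, within the chromosome 14 segment) and a median log2 ratio of -0.06 (percentile 5.39). Nanog had a KO ratio of 0.95 (0.93 to 0.97), Klf4 of 0.67 and Esrrb of 0.76.
The paper states in its conclusion to these results that Zmym2 promotes differentiation and acts on the transcriptome globally.

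**Figure D2:**
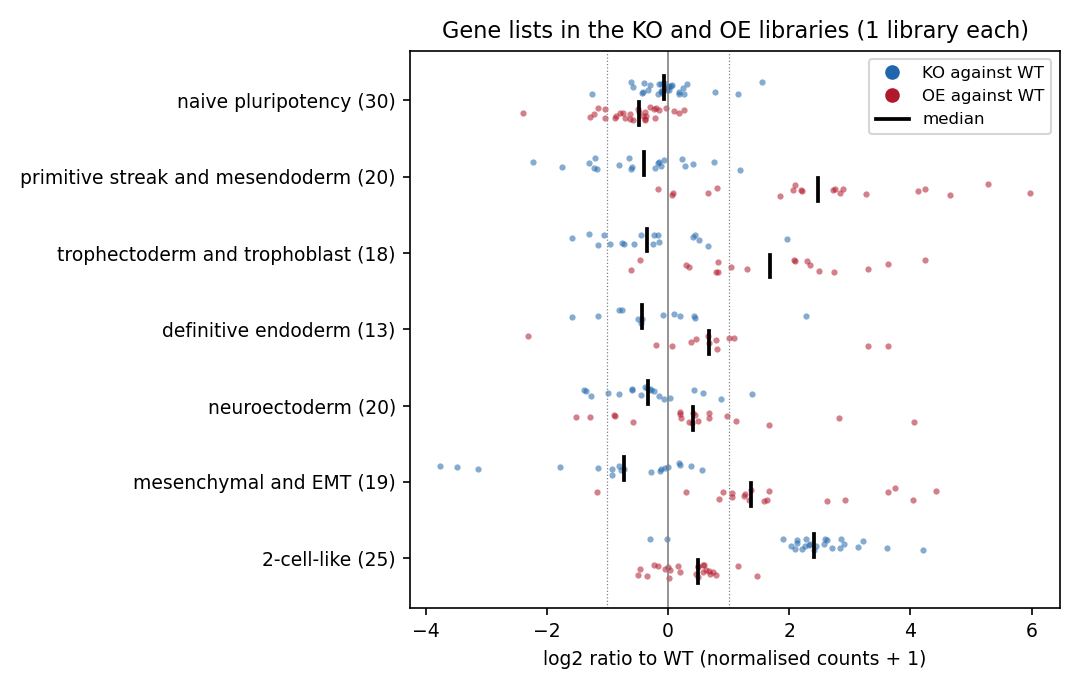
Log2 ratio to WT (normalised counts, pseudocount 1) of the members of 7 gene lists in the KO library (blue) and the OE library (red), with 1 point per gene, 1 library per condition, the number of measured members in brackets, a black bar at the median and dotted lines at 2-fold. The red medians lie above the blue ones for the lineage lists, and below for naive pluripotency and 2-cell-like genes.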

**Figure 5.**
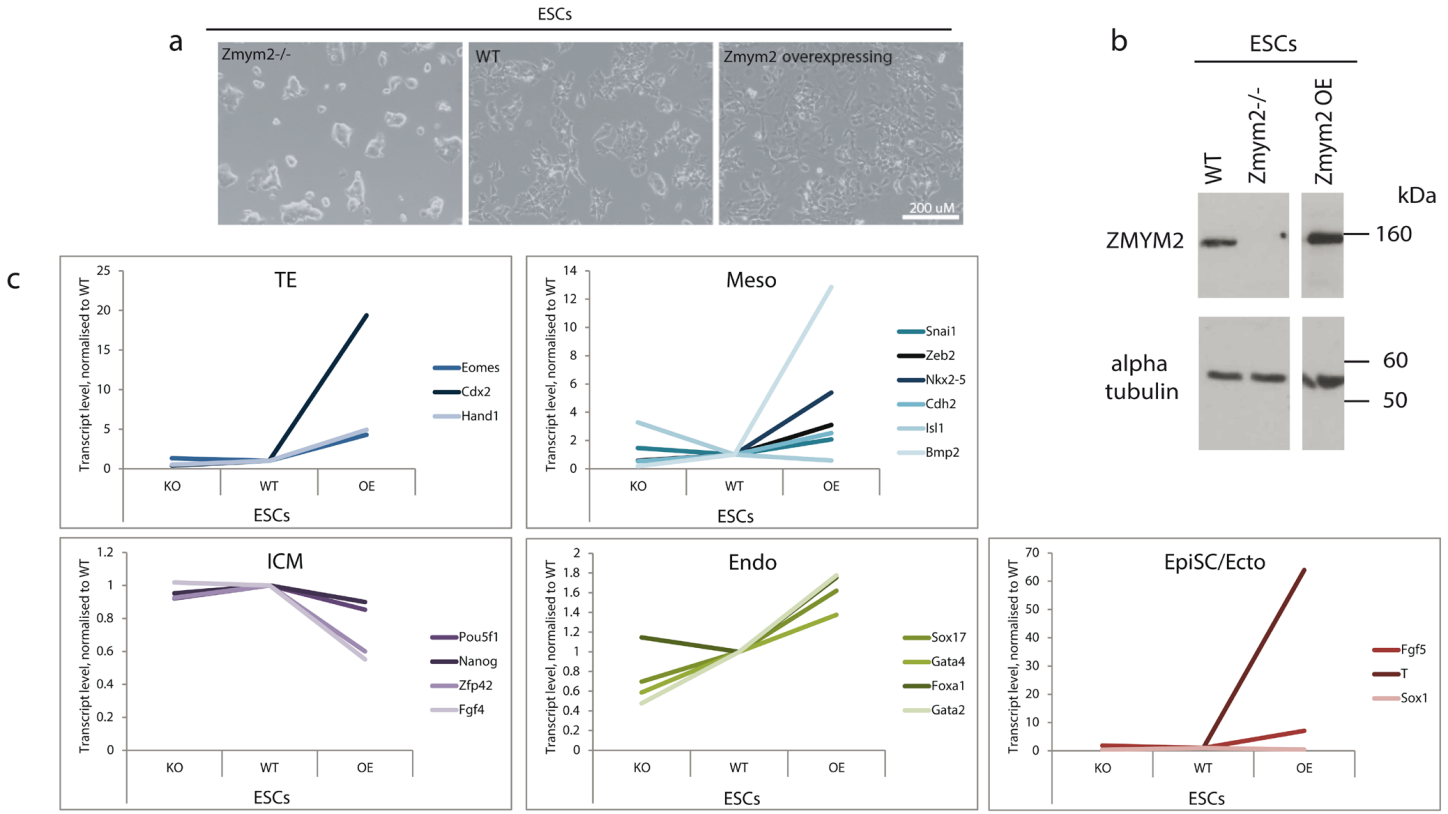
*Zmym2* overexpression correlates with the mis-expression of early lineage markers. **a**,Brightfield images of Cas9-generated *Zmym2* ^-/-^ ( Figure 4D), WT and *Zmym2* overexpressing embryonic stem cells (ESC) **** in Serum Plus LIF-containing medium. **b**, Western blot analysis of these ESC lines. **c**, RNA Seq analysis was performed on the lines shows an upregulation in the transcript levels of early lineage specifiers of trophectoderm (TE), ectoderm and EpiSCs (EpiSCs/Ecto), mesoderm (meso) and endoderm (endo) and a corresponding decrease in the transcript levels of inner cell mass (ICM) markers in *Zmym2* overexpressing ESCs. Conversely, *Zmym2* ^-/-^ ESCs have lower transcript levels of early lineage markers.

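The KO library was lower for members of several lists of early lineage genes, which hold some genes of Fig. 5C (3 of the primitive streak list, 4 of trophectoderm, 3 of definitive endoderm and 1 of neuroectoderm). Members entered on a mean over all 3 libraries. Those high mainly in OE, such as Nkx1-2, Cdx2 and T, had few reads in WT and KO. A minimum level set on WT and KO alone was not run. Of 20 primitive streak and mesendoderm genes, 6 were at least 2-fold lower in KO and 1, Fgf8, higher (median log2 ratio -0.40, percentile 0.28), with Nkx1-2 at 0.17 (0.032 to 0.57, 3 reads in KO), Wnt3 at 0.29 (0.15 to 0.50) and Sp5 at 0.44. Of 18 trophectoderm genes, 4 were lower (Krt8 at 0.33, 0.30 to 0.37, Krt18 at 0.45, Cdx2 and Gata2) and 1 higher (Ascl2, an imprinted trophoblast factor, at 3.98), with a median of -0.34 (percentile 0.080). Of 20 neuroectoderm genes, 3 were lower (Map2, a neuronal microtubule gene, at 0.39, Sox1 and Zic1), with a median of -0.32 (percentile 0.33). Of 13 definitive endoderm genes, 2 were lower (both keratins) and 1, Hnf4a, higher (-0.43, percentile 0.60), and the median was -0.09 without the 2 members in the chromosome 14 segment that is lower as a whole in KO. Without the Fig. 5C genes, the medians of trophectoderm (-0.24, percentile 1.01) and neuroectoderm (-0.30, percentile 0.35) stayed below percentile 2.5, and those of primitive streak (-0.22, percentile 8.95) and definitive endoderm (-0.26, percentile 4.43) did not.
Lists with medians within the range of random lists were later mesoderm (-0.23, percentile 6.84), where Kdr, a vascular receptor gene, was at 0.27 and Gata1, a blood factor, at 2.43, primitive endoderm (-0.10, percentile 17.3), and formative and primed epiblast (0.08, percentile 97.4), of which 0 of 18 genes were 2-fold apart. Of 15 genes induced by LIF and STAT3, 1 (Osmr) was at least 2-fold lower, and the median was -0.28 (percentile 0). In the same library 6 of 15 fibroblast markers were at least 2-fold lower and 2 (Dcn and Lum) higher.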

## Discussion

In this work, we show that *Zmym2* represents a significant barrier to *Nanog*-mediated reprogramming. We observed consistent results using gain and loss of function assays in many different reprogramming systems, including EpiSCs, fibroblasts and neural stem cells. This corroborates results obtained by other groups working on RNAi in human cell reprogramming ^26^. Therefore, ZMYM2 may play a similar role in the control of NANOG in mouse and human.

We also observe that *Zmym2* promotes embryonic stem cell differentiation. This has also been reported in a Cas9 screen for differentiation-promoting factors ^25^. Future work could examine whether the absence of *Zmym2* impacts mouse development and elucidate its role *in vivo*.

In conclusion, this work has elucidated the key role of *Zmym2* as a barrier to reprogramming and a differentiation-promoting transcription factor. This is particularly interesting as many previous studies of *Nanog*’s mechanism of action have identified positive regulators of its activity ^11, 13^. We have shown both more effective reprogramming and less differentiation upon removal of *Zmym2* demonstrating how the tight control of NANOG by its binding partners exerts a directive influence on cell identity transitions, both entering and exiting the pluripotent state. 

## Data availability

### Underlying data

RNASeq data from WT, Zmym2 knockout- and Zmym2 overexpressing- E14tg2a mouse embryonic stem cells, Accession number GSE130317: http://identifiers.org/geo:GSE130317

Open Science Framework: ZMYM2. https://doi.org/10.17605/OSF.IO/TFKHR ^27^

This project contains the following underlying data:

- 1c.pdf (x-ray films for Western blot in Figure 1c)
- 1g.jpg (x-ray films for Western blot in Figure 1g)
- 2h.jpg (alkaline phosphatase staining for colony counts in Figure 2h)
- 3a d 5b.pdf (x-ray films for Western blot in Figure 3a, 3d and Figure 5b)
- 3f_1.tif (Image taken at 488nm of Oct4-GFP ^+^ colonies for Figure 3f)
- 3f_2.tif (Brightfield image of Oct4-GFP ^+^ colonies shown in 3f-1)
- 3f_3.tif (Image taken at 488nm of Oct4-GFP ^+^ colonies for Figure 3f)
- 3f_4.tif (Brightfield image of Oct4-GFP ^+^ colonies shown in 3f-3)
- 4a.pdf (x-ray films for Western blot in Figure 4a)
- 4b_1.tif (Brightfield image of alkaline phosphatase-stained well shown in 4b)
- 4b_2.tif (Brightfield image of alkaline phosphatase-stained well shown in 4b)
- 4b_3.tif (Brightfield image of alkaline phosphatase-stained well shown in 4b)
- 4b_4.tif (Brightfield image of alkaline phosphatase-stained well shown in 4b)
- 4c_1.jpg (alkaline phosphatase staining for colony counts in Figure 4c)
- 4c_2.jpg (Coomassie staining for colony counts in Figure 4c)
- 4c_3.jpg (alkaline phosphatase staining for colony counts in Figure 4c)
- 4c_4.jpg (Coomassie staining for colony counts in Figure 4c)
- 4d_1.pdf (x-ray films for Western blot in Figure 4d)
- 5a KO ESCs.jpg (Brightfield image of KO ESCs shown in 5a)
- 5a WT ESCs.jpg (Brightfield image of WT ESCs shown in 5a)
- 5a Zfp198BSD E14.jpg (Brightfield image of OE ESCs shown in 5a)
- All data Zmym2 Lawrence.xlsx (All GFP ^+^ colony counts, Coomassie colony counts, alkaline phosphatase ^+^ colony counts, and qPCR Ct values underlying this paper)
- CC0: Results.pdf (PDF confirming that these results have been declared CC0)

Data are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication).

How the deposited data were processed for this re-analysis (not part of the article)

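RNA-seq values of 3 libraries of E14tg2a mouse ESCs in Serum Plus LIF were used, 1 each of WT, Zmym2 KO and Zmym2 OE cells. According to the paper, the authors depleted ribosomal RNA, made strand-specific libraries, trimmed adaptors with TrimGalore, aligned the reads to GRCm38/mm10 with TopHat2, counted them per gene with featureCounts and normalised the counts with DESeq2. The annotation release behind the counting is not given in the sources used here. The deposited signal values are counts per gene that the authors divided by DESeq2 size factors. The paper describes a further division by transcript length, but 100% of the values in each library were whole multiples of 1 read (tolerance 1e-06), which length-normalised values would not be. A table of repeat families, with 312 families and the same kind of signal values, is among the deposited tables and is not described in the paper. The authors also deposited a ratio to WT for each of 20 genes, those of Fig. 5C, and these equal the ratios recomputed from the gene table (largest relative difference 0), so no further scaling to housekeeping genes is contained in them. In 1 table the headings of the KO and WT columns are exchanged relative to the gene table, as found by comparing their values, and these columns were not used. In all, 4 columns of levels were not used, of which 1 is for a rescue line and belongs to no sample analysed here.

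Whole reads were recovered by dividing each value by the value of 1 read. Over 39179 genes this gave 50120551 reads in WT, 46995766 in KO and 41840774 in OE, with size factors of 1.06, 0.990 and 0.909, and 21009, 21203 and 21062 genes with at least 1 read. The repeat table held 874876, 1018550 and 749544 reads. At this depth a count of 0 allows up to 3 reads, or 2.83, 3.03 and 3.30 normalised counts. Ratios of single genes have exact 95% intervals from the binomial distribution of the reads of both libraries (Clopper-Pearson), and levels have exact Poisson intervals. Both cover counting error only, since reads without molecular identifiers are not independent molecules and there are no replicates. For the same reason no p-value was computed and no count model was fitted. A count test on the recovered reads was not run.

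Genes at least 2-fold apart were counted among 12896 genes with a mean of at least 50 normalised counts over the 3 libraries, with a pseudocount of 1. For 37 gene lists fixed in advance, and for the lineage genes of Fig. 5C combined, the median log2 ratio of members with a mean of at least 10 normalised counts was placed among 10000 random lists of equal size drawn from 20 bins of mean level. This gave 76 list medians, of which 51 lay below the 2.5 or above the 97.5 percentile, so a percentile beyond these bounds is common in these libraries. The mean is over all 3 libraries, so list members high only in OE can enter, and members low in all 3 do not. Positions came from GENCODE M21, which held 96.2% of gene identifiers and 99.3% of those counted. Medians along the genome were taken in windows of 10 Mb with at least 15 genes, over genes with a mean of at least 200 normalised counts, and the same minimum was set for repeat families. The chromosome 14 segment is the 3 adjoining windows with the lowest KO medians among 226. There were 176 symbols shared by several identifiers. Reads of near-identical gene copies, such as those of the Zscan4, Usp17l and Tdpoz families, may be split or lost in counting, so single members are uncertain.

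The genes named were those of Fig. 5C, Zmym2, Zfp281 and the genes of the paper's Table 1, the 10 with the largest ratio in each direction and library among genes with at least 100 normalised counts in the higher library (without predicted, ribosomal and pseudogene-like names), and up to 4 members of each list with the largest ratios at that level, or with the highest levels where none was 2-fold apart. Further list members are named where a count of 5 or fewer held them, after their values were seen. The values of a few list members are not reported here. The alternatives were scaling to the total of gene reads, a list of housekeeping genes, Gapdh and TMM factors (edgeR), other pseudocounts, level minimums and folds, and lists without the Fig. 5C genes. Those added later left out the chromosome 14 segment, left B2m out of the housekeeping list, or scaled repeats to gene reads. The counting of 2-fold genes was tested on simulated data that held counting error only. The 2-fold threshold largely fixes the outcome of such a test, so it gives no error rate for differences between cultures. Of the genes changed 3-fold, 98 of 98 were recovered for OE (12918 genes) and 96 of 96 for KO (12913 genes), 1 of 99 and 0 of 99 genes changed 1.5-fold were counted, and 0 unchanged genes were counted. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, were used. The reprogramming and colony assays were not analysed here.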

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

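Of the tests below, that of the SRF and YAP target list was set before its values were seen, and the other scalings and the lists without Fig. 5C genes were set in advance. The bounds set on the scalings and all other tests were chosen after the result. The paper does not report on the repeat families, chromosomal regions and gene groups below as such, although Fig. 5C plots a few members, and each is listed because its level in KO or OE stood apart from the single WT library.

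Genes of a chromosome 14 segment were lower in the KO library. From 50 to 80 Mb, 182 of 185 genes (98.4%) were below WT, 45 at least 2-fold, with a median log2 ratio of -0.82, while in OE their median was 0.12. A difference in scaling shifts all genes alike, so it cannot set the segment apart from the other 182 genes of chromosome 14, at a median of -0.037. A response to Zmym2 loss stays open: the 99 segment genes under 1.2-fold apart in OE had a KO median of -0.80, but genes level under more Zmym2 need not be so without it. Loss of 1 copy of the segment in the KO clone remains a candidate explanation: the median ratio of 0.567 is near that of 1 copy in place of a pair, and Zmym2, the Cas9 target, lies inside the segment. RNA does not show DNA copy number, 1 clone was sequenced, and a loss that preceded the editing or another shared cause stays open.

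Genes of the 2-cell-like state, a rare ESC state resembling the 2-cell embryo, were higher in the KO library: 23 of 25 were at least 2-fold higher and 0 lower (median log2 ratio 2.40), including Zscan4f (4.12-fold), Usp17le (9.43-fold), Tdpoz4 (12.7-fold) and Tmem92 (7.66-fold). Reads shared among near-identical copies are argued against as the whole source by the 7 members outside such families, 5 of them at least 2-fold higher with a median of 2.21 for the 7, and scaling by the lowest median of 2.33 over the other scalings. MERVL, the endogenous retrovirus active in that state, was 4.10-fold higher and its long terminal repeat MERVL_LTR 3.46-fold higher in the separately counted repeats. Bulk RNA does not show whether more cells were in that state or each cell expressed more. Whether the difference follows from Zmym2 loss, the clone or the culture cannot be read from 1 library per condition.

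Mesenchymal genes and fibroblast markers were higher in OE, and in KO went both ways with medians below WT. Of 19 mesenchymal genes, 15 were at least 2-fold higher in OE and 1, Zeb1, lower (median log2 ratio 1.38), and in KO 5 were lower, 0 higher and 5 of the 19 above WT (-0.73). Without the 3 of them plotted in Fig. 5C, 12 of 16 were higher in OE (1.48), and the KO median was -0.50. The 15 fibroblast markers, of which 11 had at least 10 normalised counts in WT and 3 are in another list, had medians of 2.32 in OE and -0.50 in KO, where 6 were at least 2-fold lower, 2 (Dcn and Lum) higher and 6 above WT. Scaling is argued against by the lowest OE median of the fibroblast list over the other scalings, 2.11. Fibroblasts in the OE culture cannot be told apart from expression in ESCs or in cells that differentiated from them. The median gain of Col1a2, Col3a1, Dcn, Lum and Postn was 3.12% of the gain of Col1a1 (Col3a1 38.0%), but no fibroblast profile was analysed. The paper reports more spontaneous differentiation of Zmym2-overexpressing ESCs than of controls with serum and LIF (Fig. 4B, C). A difference in SRF and YAP activity, which follows cell spreading, may contribute: of 27 SRF and YAP targets, none in another list, 21 were at least 2-fold higher in OE and 0 lower (median 1.78), and in KO 0 were higher and 6 lower (median -0.31). These targets were not measured in fibroblasts or differentiated cells, so a high median cannot tell SRF and YAP activity from such cells in the culture. Fig. 5A shows spread OE cells and compact KO colonies, and whether cell shape or Zmym2 comes first stays open.

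Chromosome 8 was lower in both libraries than in WT, with a median log2 ratio of -0.24 in KO (515 of 590 genes below WT) and -0.18 in OE (422 of 590). The other 18 chromosomes besides 14 had medians of -0.06 to 0.01 in KO and -0.07 to 0.07 in OE. Both ratios use the same WT library, so a higher level of these genes in WT cannot be told apart from a lower level in KO and OE.

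Of 55 repeat families, 6 were at least 2-fold higher in KO and 0 lower, and besides both MERVL families these were RLTR6B (3.31-fold), ERVB4_2-I (2.97-fold), RLTR1B (2.38-fold) and LTRIS3 (2.3-fold). In OE, 2 families were higher and 0 lower, IAPEY4_I at 2.55-fold and LTRIS2 at 2.46-fold. The threshold leaves out smaller differences in both directions. In KO the L1 retrotransposon family L1MdGf_I was at 0.51 (0.50 to 0.52), IAPEZI was at 1.44 (1.41 to 1.48), and the median of the 55 families was 0.98. MERVL was also above WT in OE, at 1.48 (1.44 to 1.51).

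Of 25 germline genes, 9 were at least 2-fold higher in KO and 0 lower (median log2 ratio 0.68), including the meiotic cohesin gene Smc1b (4.97-fold), Stk31 (4.3-fold) and Mael (3.76-fold), a gene of the piRNA pathway. Of 12 genes of MHC class I antigen presentation, 9 were at least 2-fold higher in OE and 0 lower (1.84), including Psmb8 (8.29-fold), the peptide transporter gene Tap1 (4.23-fold) and B2m (3.68-fold). Of 17 p53 targets, 7 were higher in OE and 0 lower (0.77), including Perp (6.38-fold) and the cell cycle inhibitor gene Cdkn1a (3.11-fold). Of 23 epithelial genes, 9 were higher in OE and 0 lower (0.81), including Krt19 (13.3-fold) and the desmosome gene Dsp (7.36-fold). Of 16 BMP and TGFb targets, 6 were higher in OE and 1, Id4, lower (0.71), including Msx1 (11.6-fold). Of 18 WNT targets, 7 were higher in OE and 1, Notum, lower (0.56), including Sp5 and Cdx1 (7.57-fold). The neuronal and glial markers had a median of 0.61 in OE, with Nefm at 26.2-fold and Nefl at 4.87-fold, both within the chromosome 14 segment. Of 17 replication-dependent histone genes, 2 (Hist1h1b and Hist1h1e) were at least 2-fold lower in KO and 0 higher (-0.55).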

How the results depend on the processing

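The alternatives were set in advance, except those without the chromosome 14 segment or without B2m and the scaling of repeats to gene reads, which were chosen after the results were seen. No paired analysis was possible because each condition has 1 library. No value has a replicate, and counting intervals leave out differences between cultures.

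Each list median has an interval that reflects the spread between its genes, and for the shortest lists it spans all members. Small shifts common to all genes therefore mostly stay inside it. Of 482 list medians under alternatives, 471 stayed within that interval and 10 moved out of it. Among the medians outside the central 95% of random lists, 1 reversed: hypoxia and glycolysis genes in OE, at 0.08, had a median of -0.13 with the housekeeping list. The sign also changed for 15 values of medians inside that range, all at most 0.09 from 0 in the main setting (proliferation in KO passed from 0.02 to -0.06 with Gapdh). The housekeeping list lowers every OE value by 0.21 (log2), which shows the cause, and by 0.09 without its member B2m, which was higher in OE. It took the median of all genes to -0.23, gave 1003 genes at least 2-fold higher and 659 lower, and so 60.3% higher against 75.7% (1148 and 490 without B2m). With it the Zmym2 ratio in OE was 6.19, scaled to total gene reads 7.39, and with Gapdh the KO ratio was 0.52, each as the scaling factor sets it. Gapdh gave 283 genes higher and 489 lower in KO.

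Counts of genes moved with the genes admitted and the fold, by construction. With no level filter there were 4082 higher and 1530 lower in OE, and 3005 higher and 1346 lower in KO (69.1% higher against 44.0%). With a mean of at least 200 there were 738 and 221 in OE, and 104 and 213 in KO. At 1.5-fold there were 2049 and 1074 in OE, and 678 and 1107 in KO. At 3-fold there were 715 and 114 in OE, and 149 and 113 in KO. The shared genes at 1.5-fold were 538 (OE higher, KO lower), 204 (OE lower, KO higher), 149 (higher in both) and 120 (lower in both), and with a mean of at least 200 they were 119, 25, 9 and 7. Other scalings and pseudocounts kept the counts of 2-fold genes within 1.5 times the main count, apart from the 659 above, and were not run for the shared genes. Without the segment there were 314 higher and 335 lower in KO, and 212 genes higher in OE and lower in KO. Of the lineage genes of Fig. 5C, 7 of 11 were below WT in KO and 3 at least 2-fold lower when at least 50 normalised counts were required, as fewer genes enter. Of 160 ratios of Fig. 5C genes, 146 stayed within their interval and 14 moved; Fgf4 in KO passed from 1.02 to 0.963 with Gapdh. Scaled to gene reads, 8 repeat families were at least 2-fold higher in KO.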

Differences from the paper's values

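The paper gives no values for the sequencing in its text. For the genes of Fig. 5C, 37 ratios could be read by eye, and 0 differed from the recomputed ratio by more than 1.5-fold (largest difference 1.12-fold).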

Other observations

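Imprinted genes, expressed from 1 parental allele, stood apart in OE: of 28, 11 were at least 2-fold higher and 1 lower (median log2 ratio 0.38, percentile 99.99). The growth factor gene Igf2 was 6.62-fold higher (6.13 to 7.15) in OE and at 0.40 (0.34 to 0.45) in KO, Nnat 5.39-fold higher in OE and at 0.36 in KO, and Plagl1 4.68-fold higher in OE. Usp29 went the other way, at 0.44 in OE and 5.70-fold higher in KO (4.35 to 7.56). The KO median of the list was -0.06. Of 17 FGF and ERK targets, 5 were higher in OE (Phlda1 at 6.67-fold, Fosl1, Dusp4, Fos and Ier3) and 0 lower (0.33), and in KO 0 were 2-fold apart (-0.28, percentile 0.010).

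Germline genes in OE went both ways, with 5 of 25 higher (Taf7l, Mei1, Tdrkh, Tdrd1 and Brdt) and 4 lower (Tex14, Smc1b, Hormad1 and Tex11), at a median of -0.30. In KO, 3 of 23 epithelial genes were at least 2-fold lower (Krt8, Krt18 and Krt19) and 0 higher (-0.30, percentile 0). The p53 targets had a KO median of 0.00 and the antigen presentation genes of -0.10. The WNT targets had a KO median of -0.23 (-0.03 without T, a Fig. 5C gene), the BMP and TGFb targets of 0.07 and the neuronal and glial markers of -0.39 (-0.16 without Nefl and Nefm, which lie in the chromosome 14 segment lower in KO). The 2-cell-like genes had a median of 0.49 in OE (percentile 96.9).

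Lists with few members 2-fold apart were the stress response (Atf3 at 15.1-fold and Trib3 at 0.42 in OE), hypoxia and glycolysis (Slc2a3 at 2.1-fold in OE) and ribosomal proteins. Stress response medians were -0.21 in OE and 0.24 in KO (percentiles 2.25 and 99.97). Those of hypoxia and glycolysis were 0.08 and 0.13 (percentiles 98.93 and 99.71), and of ribosomal proteins -0.08 and 0.10 (percentile 99.955 in KO). Within the range of random lists were cholesterol synthesis (OE -0.01, KO -0.03), proliferation (OE -0.19, KO 0.02) and a list of LSD1-CoREST and ZMYM genes and partners (OE -0.07, KO -0.05). That last list includes Zmym2, its only member 2-fold apart in OE, and Zfp281, a zinc finger gene, at 0.96 in both libraries. With the housekeeping list, OE medians of these lists lie lower by 0.21, as do those of all genes. The 11 interferon-stimulated genes had medians of -0.03 in OE and 0.31 in KO, and Cxcl10 was 18.2-fold higher in OE (11.3 to 31.1). The replication-dependent histones had a median of -0.30 in OE. The housekeeping list had medians of 0.00 in OE and 0.04 in KO, with Gapdh at 0.99 and 1.06 and B2m at 3.68 and 0.90.

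The mitochondrially encoded genes had medians of -0.25 in OE and 0.17 in KO, but the ribosomal RNA gene mt-Rnr2 was lower in both, at 0.25 in OE and 0.50 in KO, and held 0.720% of reads in WT, 0.359% in KO and 0.182% in OE. As the libraries were depleted of ribosomal RNA, these levels also carry the depletion. Of the Y-linked and X-dosage genes, the 6 measured had medians of -0.39 in OE and 0.37 in KO, where Kdm5d was 18.8-fold higher (9.31 to 44.5) while Ddx3y (1.45-fold) and Uty (1.15-fold) were close to WT.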
